A study of Mus musculus with 4 samples. Its data were reported in "Integration of single-cell transcriptomes and biological function reveals distinct behavioral patterns in bone marrow endothelium" (2022).

How the data were processed

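Droplet-based 3′ single-cell RNA sequencing was measured in 4 libraries, 2 of freshly isolated tdTomato+ bone marrow endothelial cells and 2 of tdTomato+ cells at P0, from Tie2-CreERT2;Rosa26-tdTomato mice, aged 4 months for the fresh libraries. The P0 labels give no age, and the article's methods give 4 to 6 months for its mice. The authors aligned the reads to mm10 with Cell Ranger 5.0.0, and the deposited matrices hold a UMI count per gene and barcode for barcodes already called as cells. The methods name an mm10 annotation release, whereas the matrices carry versioned identifiers: of 55488 genes, 55394 identifiers were found in GENCODE M21 (GRCm38), 54584 with the same symbol, and 111 symbols occurred more than once. Coordinates were therefore taken from GENCODE M21. Genes that share a symbol were kept apart by identifier.

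Cells were kept with over 200 genes and a mitochondrial share under 20%, and 24582 genes were seen in over 3 cells. The filter lost 497 and 647 P0 barcodes and 44 and 17 fresh barcodes to mitochondrial share. A filter of under 5% ribosomal UMIs named in the methods was not applied, because the median ribosomal share was 19.5% and 17.9% in the P0 and 9.13% and 12.0% in the fresh libraries. It was run as an alternative. Median depth of kept cells ranged from 6713 to 22776 UMIs between libraries, so shares of cells with a UMI were also given after thinning each cell to 2000 UMIs. Scrublet called 52, 89, 9 and 1 cells in P0 replicates 1 and 2 and fresh replicates 1 and 2, and these were left out only as an alternative.

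Each condition was clustered alone in scanpy 1.11.5 with Python 3.11.15, on 2000 variable genes, 20 principal components, 20 neighbours and Leiden resolution 0.8, with seed 1. The study's signatures, the pan-endothelial and fibroblast lists and Tdtomato were left out of the variable genes, whereas the other gene lists could shape the clusters. Each list was scored in a cluster by the mean log2 ratio of its CPM to that of the remaining cells, with 10 CPM added to each, and the list with the highest score led the cluster. Clusters led with a score of at least 1 by a list of a type other than endothelium and fibroblasts were left out of both classes, a threshold set after the data had been seen. Clusters in which at least 50% of cells had an Emcn UMI were Emcn+ and those under 20% Emcn−. Emcn+ clusters took the name of the highest of the sinusoidal, arterial and lymphatic lists, given a score of at least 0.5 and 3 raised markers, whichever list led. The fresh Emcn+ class holds the clusters named by the sinusoidal list, and the P0 Emcn+ class all Emcn+ clusters.

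The library was the replicate. Raw UMI counts were summed over the cells of each class and library, giving 8 sums. Comparisons were fitted with edgeR 4.0.16 (R 4.3.3) by quasi-likelihood after filterByExpr and TMM scaling. The class contrast in fresh, the class contrast in P0 and their difference came from 1 fit of the 8 sums with a term for each library. That fit left 2 residual degrees of freedom and pooled the spread of fresh and P0, so the fresh p-values also lean on the P0 replicates. P0 against fresh was fitted within each class on 4 sums, without a term for the replicate number. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with a false discovery rate under 0.05 were called. Reported log2 fold changes carry the standard error of the fitted coefficient. Where a group had 0 UMIs, a lower bound on the fold was computed with 3 counts in that group.

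Gene lists numbered 44, of which 4 were the study's signatures, and those with at least 3 tested members were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01. Alternatives were an estimated correlation and fry. The comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. That rule took the 6 largest changes in each direction with a false discovery rate under 0.05, at least 50 CPM in the higher group and libraries that lay apart, and up to 4 members per described list. Shares of cells are given with 95% exact Clopper-Pearson intervals, and shares were compared by exact permutation of the libraries.

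P0 Emcn+ cells were thinned to 1000 UMIs and matched to the mean profiles of fresh clusters by Spearman correlation. Class sums were correlated over log2 CPM with an offset of 1. The fits were tested on simulated data in which 200 genes were changed. Alternatives covered DESeq2 1.42.0, RLE size factors, no filter on low counts, leaving out each library, a stricter cell filter of 500 genes and 10% mitochondrial share, all barcodes, Scrublet calls left out, Leiden resolutions 0.4 and 1.2, clusters from Seurat 5.3.0 integration at resolution 0.5, a split of cells by Emcn UMI, all fresh Emcn+ clusters, thinning of all sums to 658092 UMIs and a log2 fold change over 1.5. After the data had been seen, list tests were extended to the alternative cell filters, clusterings and classes, and fits were added without the P0 cluster rich in Pdgfra, without clusters of low depth and without cycling clusters, and shares were recounted without other-type clusters in which over 40% of cells had a Cdh5 UMI, with the osteoblast-led cluster in which over 50% had a Lepr UMI renamed, and with left-out clusters rich in Emcn counted.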

Results

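Single-cell transcriptomes of bone marrow endothelial cells (BMECs), the cells that line the vessels of the marrow, were collected from Tie2-CreERT2;Rosa26-tdTomato mice. In these animals an inducible recombinase under the Tie2 (Tek) promoter switches on the fluorescent reporter tdTomato. The design set 2 libraries of freshly isolated cells beside 2 libraries of cells at P0, the primary culture of whole marrow before any passage. Fresh cells were sorted as DAPI−, CD45−, Ter119− and tdTomato+. The P0 libraries held tdTomato+ cells that had been sorted into Emcn+ and Emcn− fractions and mixed 1:1, where Emcn is endomucin, a sialoglycoprotein on the surface of venous and sinusoidal endothelium. Libraries were made with droplet-based 3′ chemistry and unique molecular identifiers (UMIs), so each value is a count of captured mRNA molecules per gene and cell. The fresh libraries came from 2 mice. The labels do not name the mice of the P0 libraries, and the article states that each condition was sequenced from separate biological samples, so each library was counted as its own sample.

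The deposited matrices held 1024 and 774 barcodes in fresh replicates 1 and 2 and 3425 and 4342 barcodes in P0 replicates 1 and 2. Total UMIs were 8308740 and 8082938 in the fresh libraries and 66588559 and 85868148 in the P0 libraries. After the filters on mitochondrial share and gene number, 975 and 752 fresh cells and 2928 and 3695 P0 cells remained. Their median depth was 6713 and 10585.5 UMIs in fresh replicates 1 and 2, and 21954 and 22776 UMIs in P0 replicates 1 and 2.

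The first question was which cell populations the reporter sort held before and after culture. Cells were clustered within each condition, and clusters were placed in an Emcn+ or an Emcn− class by the share of their cells with at least 1 Emcn UMI. In fresh marrow, clusters 1 and 3 carried sinusoidal markers and formed the Emcn+ class of 342 cells (240 and 102 in replicates 1 and 2). Clusters 5, 10, 12, 15 and 16 formed the fresh Emcn− class of 616 cells (212 and 404). In P0, clusters 0, 1, 2, 3, 5, 11 and 12 formed the Emcn+ class of 2447 cells (1102 and 1345), and clusters 4, 7, 8, 9 and 10 the Emcn− class of 3296 cells (1642 and 1654). No P0 Emcn+ cluster reached the sinusoidal naming score of 0.5, relative to other cells of its condition. P0 clusters 3 and 1 scored 0.42 and 0.32, so their missing name does not show a different kind of cell. P0 cluster 0 scored 0.42 but was lymphatic-like (1.75). So the class rests on named clusters in fresh and all Emcn+ clusters in P0.

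The fresh Emcn+ cells also included 81 arterial-endothelial-like cells (cluster 11), 13 lymphatic-like cells (cluster 17) and 211 cells of a cluster led by the pan-endothelial list that met none of the sinusoidal, arterial and lymphatic lists (cluster 2). These names and sizes depend on the clustering. At Leiden resolution 0.4 the arterial-endothelial-like cells numbered 235 and 57 in fresh replicates 1 and 2. With the stricter cell filter no cluster had that name, and 64 and 14 cells were lymphatic-like. Without Scrublet calls 178 and 52 cells were lymphatic-like. These clusters and the Emcn+ class together made up 49.4% (95% exact Clopper-Pearson interval 46.3 to 52.6) of fresh replicate 1 and 21.9% (19.0 to 25.1) of fresh replicate 2. Fresh clusters 13 (98 cells) and 14 (42 cells) also had an Emcn UMI in 98.0% and 52.4% of their cells but were led by Lepr-perivascular and erythroid genes and left out. With both counted, a choice made after the data were seen, the shares were 57.3% (54.2 to 60.5) and 30.3% (27.0 to 33.7). The Emcn− class made up 21.7% (19.2 to 24.5) and 53.7% (50.1 to 57.3) of the same libraries, a mean of 37.7% ± 22.6 (SD, n = 2). At Leiden resolution 0.4 the Emcn− shares were 6.36% (4.91 to 8.08) and 26.6% (23.5 to 29.9), where the mean osteoblast-like share was 23.2%. In P0 the Emcn+ share was 37.6% (35.9 to 39.4) and 36.4% (34.8 to 38.0), and the Emcn− share 56.1% (54.3 to 57.9) and 44.8% (43.2 to 46.4). The P0 shares of both classes follow a sort and a 1:1 mix, so they were not compared with fresh.

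Every Emcn− cluster but fresh cluster 16, of 22 cells, was led by the fibroblast list. Clusters led by a list of a type other than endothelium and fibroblasts, with a mean log2 ratio of at least 1 to the remaining cells, stayed out of both classes. Lepr-perivascular-like clusters were 16.6% (14.3 to 19.1) and 12.8% (10.5 to 15.4) of the fresh libraries. They include cluster 13, in which 94.9% of cells had a Cdh5 UMI and 85.7% a Lepr UMI, and without it the shares were 10.1% (8.24 to 12.1) and 8.24% (6.38 to 10.4). In P0 the Lepr-perivascular list led 1 cluster of 46 cells, 0.956% and 0.487% of the libraries, whose top genes were those of fat cells (Cfd, Retn, Adipoq and Cidec). P0 cluster 6, of 196 cells, was led by the osteoblast list with Ibsp at its head, and 81.6% of its cells had a Lepr UMI. With this cluster counted as Lepr-perivascular-like, a choice made after the data were seen, the P0 shares were 2.66% (2.11 to 3.31) and 4.44% (3.797 to 5.15), and the exact two-sided permutation p, n = 2 against 2, was 0.33 with either name, the smallest this design allows. Osteoblast-like cells were 1.95% and 1.86% of the fresh libraries, and in P0 cluster 6 alone bore the name. Clusters led by haematopoietic lists were 8.62% (6.93 to 10.6) and 9.71% (7.69 to 12.1) of fresh cells and 3.62% (2.97 to 4.36) and 14.4% (13.3 to 15.6) of P0 cells (permutation p = 1). Of the 306 macrophage-like cells 280 lay in P0 replicate 2. These include fresh cluster 14 and P0 cluster 14, whose 187 cells had a median of 966 UMIs, with a Cdh5 UMI in 52.4% and 47.1% of cells. Without both, the shares were 7.28% and 5.85% of fresh and 1.37% and 11.1% of P0 cells. The score that kept clusters out of the classes was set after the data had been seen, and it left out 28.8% and 24.3% of the fresh cells and 6.28% and 18.8% of the P0 cells.

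**Figure D1:**
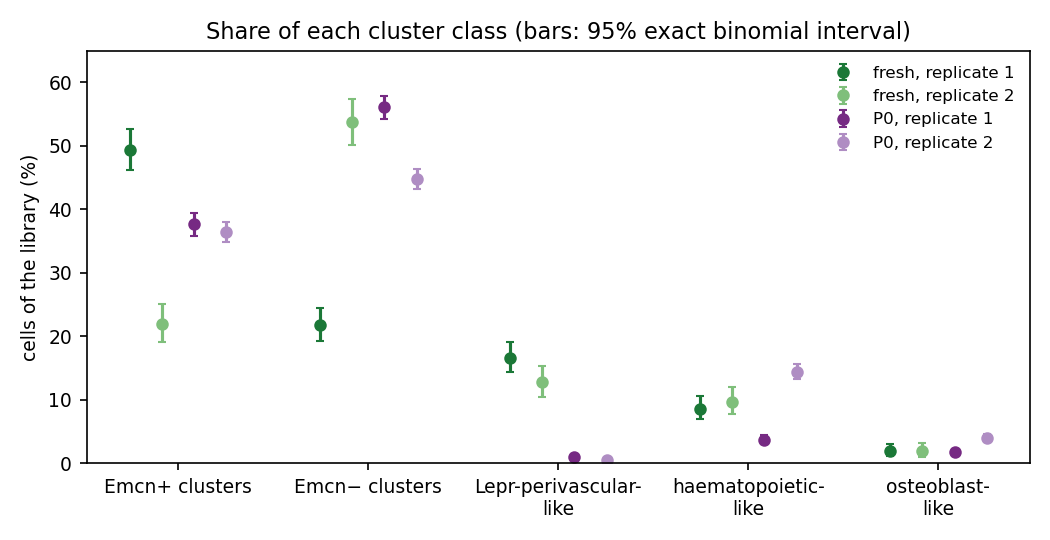
Share of the cells of each library (y axis, %) in each cluster class (x axis); points are the 4 libraries and bars the 95% exact binomial interval. Each cluster left out of the classes is counted under the list that led it, so the 16.6% and 12.8% of fresh cells named Lepr-perivascular-like hold cluster 13, in which most cells had Cdh5 and Emcn UMIs, and the P0 cluster in which 81.6% of cells had a Lepr UMI is counted as osteoblast-like. The Emcn− share ranged from 21.7% to 53.7% between the fresh replicates.

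The next question was what distinguished the Emcn+ from the Emcn− class in fresh marrow. The fresh Emcn+ class carried the endothelial program and the fresh Emcn− class carried a fibroblast program. Cdh5, the adherens junction cadherin of endothelium, averaged 884 CPM (UMIs of the gene scaled to a common total for each sum of cells) in the Emcn+ class and 4.26 CPM in the Emcn− class (log2 fold change 8.01 ± 0.43 SE, edgeR quasi-likelihood adjusted p = 3.8e-05). Pdgfra, a receptor of mesenchymal cells, averaged 415 CPM in the Emcn− class and 5.56 CPM in the Emcn+ class (log2 fold change −6.22 ± 0.16, edgeR adjusted p = 6.4e-06). Stab2, a scavenger receptor of sinusoidal endothelium, was 8.82 ± 0.18 higher on the log2 scale in the Emcn+ class, and Dcn, the matrix proteoglycan decorin, had a log2 fold change of −8.25 ± 0.50. In total 3415 genes were higher and 4036 were lower in the Emcn+ class among 16633 tested. Each gene named in this comparison lay apart in both libraries, apart from Lepr, whose adjusted p was 0.31 with a log2 fold change of −0.36. The Emcn+ sums of the fresh libraries were the shallowest. After all sums were thinned to 658092 UMIs, 2116 genes were higher and 2210 lower among the 9659 that were then tested.

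Among the 25 tested pan-endothelial genes, 25 were higher in the fresh Emcn+ class, also when adjusted over the list alone, with a median log2 fold change of 7.15 (7.04 with genes at 0 set to their bound) and a camera adjusted p of 5.63e-23. They included Pecam1 (6.57 ± 0.44) and Sox18, a transcription factor of vessel development (8.35 ± 0.52). Tek itself, the gene whose promoter drives the recombinase, differed less, with 194 CPM in the Emcn+ class and 63.6 CPM in the Emcn− class (log2 fold change 1.58 ± 0.17, edgeR adjusted p = 0.00061). All 24 tested fibroblast genes were lower, 24 when adjusted over the list alone, with a median of −6.53 (−6.33 with bounds) and a camera adjusted p of 2.94e-19. Examples were Clec3b (−7.50 ± 0.26) and the mesenchymal transcription factor Prrx1 (−5.60 ± 0.16). Of 20 fibrillar collagen and matrix genes 19 were lower and 0 higher (19 and 0 adjusted over the list alone, camera adjusted p = 3.61e-12), Col5a1 by a log2 fold change of −5.28 ± 0.18. The estimated-correlation camera test gave an adjusted p of 0.449 for the pan-endothelial and fibroblast lists and an adjusted p of 0.343 for the matrix list. The pan-endothelial and fibroblast lists could lead a cluster, and so helped decide which clusters stayed in a class. Their separation of the classes is therefore not independent evidence.

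Several genes had no UMI in one of the fresh classes. Relative to a floor of 3 counts over the class, Sele (E-selectin, which captures leukocytes) was at least 648-fold higher in the Emcn+ class, Adgrg3 at least 431-fold, Rasgrp3 at least 423-fold, Csf2rb at least 398-fold, Depp1 at least 390-fold and Exoc3l2 at least 312-fold. In the other direction, the noncoding RNA Meg3 was at least 302-fold lower in the Emcn+ class, Hmcn2 at least 197-fold, Thbs4 at least 147-fold, Scg3 at least 126-fold, Adgrd1 at least 109-fold and Sema3e at least 80.9-fold. These 12 genes were taken by the rule for the largest changes.

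Further groups of genes also separated the fresh classes, some of which overlap the identity lists. Sinusoidal genes that the study had not listed gave clusters 1 and 3 their name, so their level in this class is not independent evidence. They were higher in 9 and lower in 1 of 11, with Stab1 at 8.55 ± 0.17, Lrg1 at 9.42 ± 0.19 and the coagulation inhibitor Tfpi at 7.46 ± 0.21, and the counts were 9 and 1 with clusters 2, 11 and 17 in the class as well. Scavenger receptors were higher in 8 and lower in 1 of 10 (8 and 1 adjusted over the list alone, camera adjusted p = 3.86e-05), with Scarf1 at 6.69 ± 0.28. The scavenger receptor list shares Stab1, Lyve1 and Cd36 with that sinusoidal list, so it is not independent of the naming either. MHC class I genes were higher in 11 of 12 and lower in 0 (11 and 0 adjusted over the list alone, median 1.30, camera adjusted p = 1.55e-06), with H2-K1 at 1.72 ± 0.10 and B2m at 1.39 ± 0.12. H2-Q7 read 5.35 ± 0.18, but its counts may be shared with the near-identical H2-Q6. Cholesterol synthesis genes were lower in 16 of 16 (16 adjusted over the list alone, median −2.26, camera adjusted p = 1.55e-06), among them Hmgcs1 (−2.63 ± 0.13). Under an estimated correlation the adjusted p was 0.663 for scavenger receptors, 0.604 for MHC class I and 0.714 for cholesterol synthesis.

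Further lists passed the same camera test in fresh cells. Leukocyte adhesion genes were higher in 6 and lower in 2 of 9 (the same counts adjusted over the list alone, camera adjusted p = 0.00187), with Vcam1 at 4.82 ± 0.15. Notch pathway genes were higher in 7 and lower in 2 of 14 (7 and 2 adjusted over the list alone, camera adjusted p = 0.0293), with Notch4 at 5.61 ± 0.28, Notch1 at 4.67 ± 0.24 and Rbpj, the transcription factor of the pathway, at −2.35 ± 0.11. Basement membrane genes were lower in 6 of 10 (7 adjusted over the list alone, camera adjusted p = 0.0037), with the laminin chain Lamc1 at −2.43 ± 0.21. Chemokine and cytokine genes were higher in 3 and lower in 7 of 12 (3 and 7 adjusted over the list alone, camera adjusted p = 0.0298), with Cxcl1 at −4.59 ± 0.27. Smooth muscle and mesenchymal transition genes were higher in 4 and lower in 9 of 15 (4 and 9 adjusted over the list alone, camera adjusted p = 0.0298), with S100a4 at −7.96 ± 0.26 and Vim at −4.18 ± 0.33. Interferon response genes were higher in 9 and lower in 1 of 17 (10 and 1 adjusted over the list alone, camera adjusted p = 0.0212), and immediate early genes were lower in 8 of 20 (8 adjusted over the list alone, camera adjusted p = 0.0298), with Atf3 at −2.68 ± 0.35. Erythroid genes, which mark RNA of red cell precursors, were also higher in 4 of 5 (5 adjusted over the list alone, camera adjusted p = 0.025). When the correlation was estimated from the data the adjusted p ranged from 0.449 for the Notch, adhesion, chemokine and smooth muscle lists to 0.829 for interferon response and immediate early genes, with 0.762 for erythroid and 0.781 for basement membrane genes. Calls in this group also ended elsewhere, and the settings given next are examples. Fewer lists were also called lower in fresh cells without either of the P0 replicates. Without fresh replicate 1 the camera adjusted p was 0.213 for interferon response and 0.107 for chemokine genes. Without fresh replicate 2 it was 0.526 for immediate early and 0.0538 for erythroid genes. It was 0.0955 for smooth muscle genes with the stricter cell filter and 0.126 for Notch genes at Leiden resolution 0.4.

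Of 41 lists tested in fresh cells, camera called 10 higher, among them the list that had named the class, and 8 lower in the Emcn+ class with a preset correlation of 0.01. With an estimated correlation 0 lists passed in either direction, 3 lists had an unadjusted p under 0.05, and the lowest adjusted p was 0.343. The fry test, which asks whether the genes of a list move one way on balance, called 11 lists higher and 8 lower.

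The reporter and marker transcripts per cell give a further view of the fresh Emcn− class. In this class 94.0% of the 616 cells had a Pdgfra UMI (interval 91.8 to 95.7), 99.4% a Dcn UMI and 96.3% a Cd34 UMI, while 1.30% had a Cdh5 UMI (0.562 to 2.54). A Tek UMI was seen in 45.8% of these cells (41.8 to 49.8) and a Tdtomato UMI in 55.7% (51.7 to 59.7), at a median of 11712 UMIs per cell. In the 342 fresh Emcn+ cells, at a median of 6087 UMIs, a Tek UMI was seen in 69.9% (64.7 to 74.7), a Tdtomato UMI in 33.0% (28.1 to 38.3) and a Pdgfra UMI in 3.51% (1.83 to 6.05). The background in 157 cells of fresh clusters led by haematopoietic lists, at a median of 8410 UMIs, was 10.8% for Tek (6.44 to 16.8), 12.1% for Tdtomato (7.45 to 18.3), 17.2% for Cdh5 and 3.18% for Pdgfra. Without cluster 14 it was 4.35% for Tek (1.43 to 9.86), 6.09% for Tdtomato (2.48 to 12.1), 4.35% for Cdh5 and 3.48% for Pdgfra in 115 cells. After each cell was thinned to 2000 UMIs, Tek was seen in 13.0% of Emcn− cells, 37.0% of Emcn+ cells and 6.25% of haematopoietic-like cells, and Tdtomato in 15.9%, 11.8% and 4.69%, while without cluster 14 the background was 1.90% and 0.952%. Thinning left out 7 Emcn−, 45 Emcn+ and 29 haematopoietic-like cells that held fewer UMIs.

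Ptprc, the gene of the leukocyte antigen CD45, had 0 UMIs in the 342 fresh Emcn+ cells and 0 in the 616 Emcn− cells. It was seen in 34.4% of the fresh haematopoietic-like cells (47.0% without cluster 14), which had passed a sort against CD45 protein. In P0 it was seen in 0.286% of Emcn+ cells, 0.182% of Emcn− cells and 46.2% of haematopoietic-like cells (65.2% without P0 cluster 14).

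The same classes were then compared within the P0 libraries. The cultured Emcn+ class held endothelial transcripts and the cultured Emcn− class held fibroblast ones, as in fresh cells. Cdh5 averaged 3243 CPM in the P0 Emcn+ class and 10.96 CPM in the P0 Emcn− class (log2 fold change 8.22 ± 0.35, edgeR quasi-likelihood adjusted p = 6.6e-06), and Pdgfra 16.5 and 489 CPM (−4.91 ± 0.11, edgeR adjusted p = 1.2e-06). Angpt2, a ligand of Tek released by endothelium, was 774 CPM in the Emcn+ and 7.78 CPM in the Emcn− class (6.62 ± 0.12), and Postn, the matrix protein periostin, was 22.4 and 868 CPM (−5.28 ± 0.23). Among 16633 genes, 5147 were higher and 5428 lower in the P0 Emcn+ class. Without P0 replicate 1 these were 2396 and 2752, without P0 replicate 2 they were 2428 and 2739, and thinned to equal UMI totals they were 1680 and 1853. The named genes lay apart in both libraries, and Lepr, with a log2 fold change of −0.37 and an edgeR adjusted p of 0.10, read 2.20 once the cycling clusters 10 and 11 were left out.

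Tmem252 (8.10 ± 0.25), the neuropeptide Gal (7.91 ± 0.17), Crhbp (7.88 ± 0.19), Myct1 (7.83 ± 0.46) and Gpihbp1, which anchors lipoprotein lipase to capillaries (7.79 ± 0.50), were highest in the Emcn+ class after Cdh5. The chemokine Cxcl13 (−6.55 ± 0.35), the acute phase gene Saa3 (−5.85 ± 0.23), Agtr2 (−5.50 ± 0.15), Dlk1 (−5.34 ± 0.32) and Plac8 (−5.33 ± 0.26) were lowest, together with Postn.

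By list, pan-endothelial genes were higher in 24 of 25 in P0 (24 adjusted over the list alone, median 6.77, camera adjusted p = 4e-10), with Rasip1 at 6.77 ± 0.14 and Robo4 at 7.50 ± 0.12. Fibroblast genes were lower in 23 of 24 (23 adjusted over the list alone, median −4.84, camera adjusted p = 2.37e-08), with Prrx1 at −4.83 ± 0.12. In P0 too, the pan-endothelial and fibroblast lists helped decide which clusters stayed in a class, so neither is independent evidence. Mural genes, which mark pericytes, were higher in 1 and lower in 7 of 8 (1 and 7 adjusted over the list alone, median −3.99, camera adjusted p = 0.00621), with Pdgfrb at −4.63 ± 0.13. Smooth muscle and mesenchymal transition genes were higher in 2 and lower in 11 of 15 (2 and 11 adjusted over the list alone, camera adjusted p = 0.00111), with Tagln at −4.06 ± 0.10 and Snai2 at −3.05 ± 0.10. Matrix genes were higher in 3 and lower in 17 of 20 (3 and 17 adjusted over the list alone, camera adjusted p = 0.000796), with Thbs2 at −4.69 ± 0.17. Lepr perivascular genes were lower in 10 of 12 (1 higher and 10 lower adjusted over the list alone, median −3.03, camera adjusted p = 0.00134), with Lpl at −5.23 ± 0.30 and Hp at −4.25 ± 0.15. Osteoblast genes were lower in 5 of 9 (6 adjusted over the list alone, camera adjusted p = 0.04), with Spp1 (osteopontin) at −4.30 ± 0.13 and the osteogenic factor Runx2 at −4.08 ± 0.24. Under an estimated correlation the adjusted p was 0.699 for the pan-endothelial, fibroblast, mural, smooth muscle and Lepr lists and 0.711 for the matrix and osteoblast lists. Without P0 cluster 5, the Emcn+ cluster rich in Pdgfra, the medians were −6.67 for fibroblast, −6.49 for matrix, −5.34 for mural and −4.42 for Lepr perivascular genes. Without the cycling clusters the osteoblast call ended (camera adjusted p = 0.146).

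Proliferation genes were higher in 1 and lower in 20 of 25 in the Emcn+ class (1 and 20 adjusted over the list alone, median −1.41, camera adjusted p = 9.5e-05), with Hmmr at −2.63 ± 0.24 and Ccnb1 at −2.15 ± 0.19. Cholesterol synthesis genes were lower in 13 of 16 (1 higher and 13 lower adjusted over the list alone, camera adjusted p = 0.00102), with Lss at −1.98 ± 0.16 and Dhcr7 at −1.11 ± 0.09. Scavenger receptors were higher in 8 and lower in 1 of 10 (8 and 1 adjusted over the list alone, camera adjusted p = 0.00207), with Stab1 at 6.05 ± 0.12. When the correlation was estimated from the data the adjusted p was 0.711 for proliferation and cholesterol synthesis and 0.699 for scavenger receptors. The proliferation call ended without the cycling clusters (median −0.33, camera adjusted p = 0.247). These clusters were picked by their score on this same list, so the loss was largely built in. Of 41 lists camera called 5 higher and 9 lower. With an estimated correlation 0 passed, 1 list had an unadjusted p under 0.05 and the lowest adjusted p was 0.592, while fry called 17 higher and 16 lower.

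**Figure D2:**
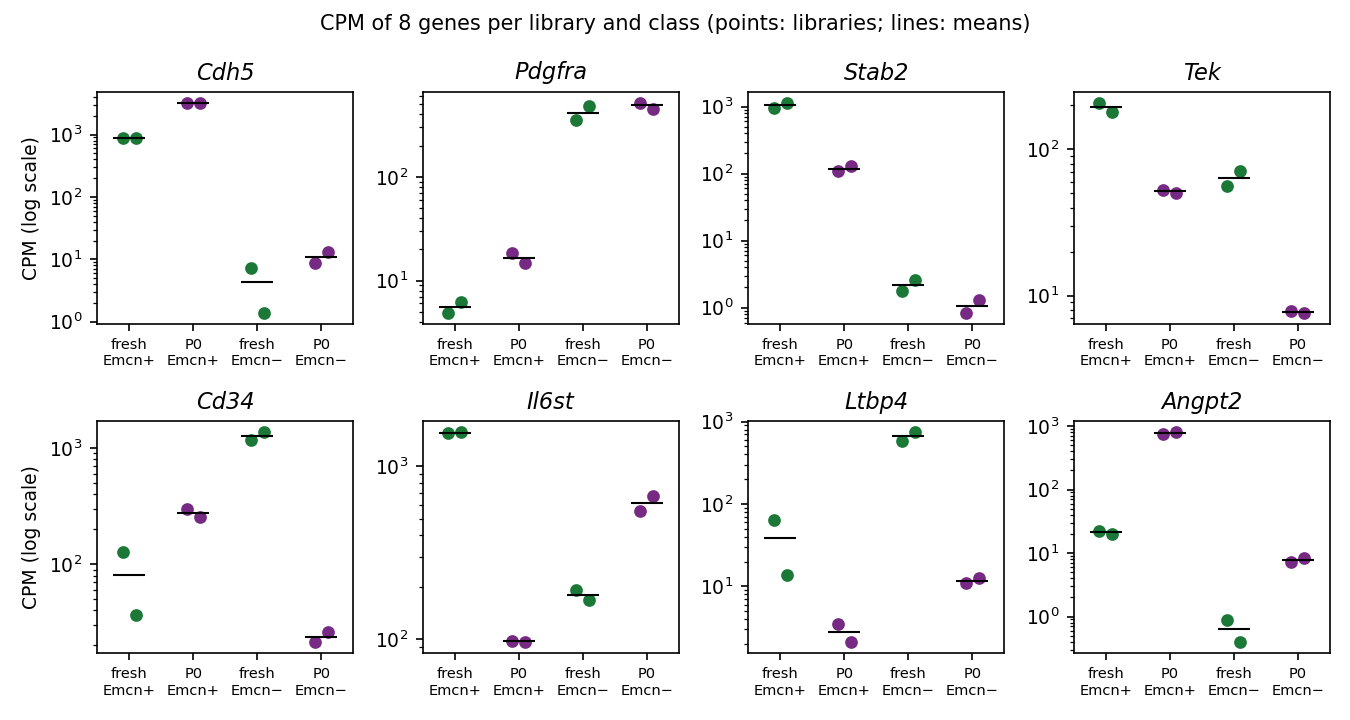
CPM (y axis, log scale) of 8 genes in the Emcn+ and Emcn− classes of fresh and P0 libraries (x axis); points are libraries and lines the means of 2. Cdh5 and Pdgfra separated the classes in both conditions, while Cd34 averaged 81.5, 1283, 278 and 23.6 CPM and Il6st 1571, 181, 97.3 and 612 CPM in fresh Emcn+, fresh Emcn−, P0 Emcn+ and P0 Emcn− cells.

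Whether the contrast between the classes differed between fresh and cultured cells was tested directly, as the interaction of class and condition. Cd34, a sialomucin of endothelial and progenitor cells, was lower in the fresh Emcn+ than Emcn− class (log2 fold change −3.96 ± 0.44) and higher in the P0 Emcn+ class (3.54 ± 0.40), a difference of 7.50 ± 0.59 (edgeR quasi-likelihood adjusted p = 0.00048). Il6st, the shared receptor subunit gp130 of interleukin-6 family cytokines, went the other way, from 3.09 ± 0.12 in fresh to −2.66 ± 0.12 in P0, a difference of −5.75 ± 0.17 (edgeR adjusted p = 5.3e-05). Both genes lay apart in both libraries of each condition. Ltbp4, which stores latent TGF-beta, was lower in the Emcn+ class in both conditions (−3.95 ± 0.49 and −2.12 ± 0.48), with an interaction of 1.83 ± 0.70 that did not pass (edgeR adjusted p = 0.097). Ly6a (Sca-1) was likewise lower in both (−3.42 ± 0.30 and −2.41 ± 0.27), and its interaction of 1.01 ± 0.39 did not pass either (edgeR adjusted p = 0.098).

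Across 16633 genes the contrast was higher in P0 for 3013 genes and lower for 2124. The class difference was called in opposite directions in the 2 conditions for 404 genes that were higher in the fresh Emcn+ and lower in the P0 Emcn+ class and for 704 genes that did the opposite. Independent lists of the same sizes would share 1114 and 1249 genes in these ways. Genes called higher in both conditions numbered 2108, against 1057 for independent lists, and genes called lower in both 2310, against 1317. Of the class markers, Cdh5 (0.21 ± 0.63, edgeR adjusted p = 0.84) and Pecam1 (1.04 ± 0.65, edgeR adjusted p = 0.28) had no called interaction and their libraries overlapped, while Tek rose in contrast by 1.14 ± 0.23 (edgeR adjusted p = 0.012). Pdgfra read 1.31 ± 0.23 (edgeR adjusted p = 0.0083), which became −0.42 without P0 cluster 5, a group of 93 Emcn+ cells of which 94.6% had a Pdgfra UMI and 93.5% were called doublets. The counts fell to 989 and 807 without P0 replicate 1, to 1045 and 757 without P0 replicate 2, and to 972 and 825 after thinning to equal UMI totals.

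The rule for named genes took the largest interactions in each direction. The imprinted gene Mest averaged 13.6 CPM in the fresh Emcn+ and 12.5 CPM in the fresh Emcn− class, and 346 and 1.85 CPM in P0 (7.37 ± 0.28). AA467197 averaged 3.64 and 44.9 CPM in fresh and 943 and 6.06 CPM in P0 (10.64 ± 0.36). Rgs4, a regulator of G protein signalling, averaged 384 and 3.24 CPM in fresh and 0.215 and 7.48 CPM in P0 (−12.21 ± 0.46). Where a gene had 0 UMIs in a group its fitted interaction depends on the prior count and only levels are given. Serpina3g averaged 77.8 and 0 CPM in fresh and 3.18 and 45.4 CPM in P0, and Il1rn, the interleukin-1 receptor antagonist, 3.30 and 0 CPM in fresh and 37.3 and 923 CPM in P0. Fblim1 averaged 91.1 and 0 CPM in fresh and 169 and 72.2 CPM in P0, Scg3 0 and 184 CPM in fresh and 0.168 and 0.120 CPM in P0, and Hmcn2 0 and 235 CPM in fresh and 0.103 and 0.568 CPM in P0.

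Gene groups were tested in the interaction as well. With a preset correlation of 0.01 camera called 5 of 41 lists higher and 6 lower. With an estimated correlation 0 passed and the adjusted p was 0.698 for each of these 11 lists, and fry also passed 0. Sinusoidal genes outside the study's list had a higher contrast in 1 and a lower contrast in 9 of 11 (median −3.42), with Lrg1 at −6.78 ± 0.24 and Tfpi at −5.80 ± 0.25. The list had named the fresh class, and with all fresh Emcn+ clusters in the class the counts were 0 and 9 (median −2.94). MHC class I genes were lower in 9 of 12 (10 adjusted over the list alone, camera adjusted p = 0.000388), with H2-Q7, whose counts may be shared with H2-Q6, at −4.04 ± 0.22. Interferon response genes were lower in 6 of 17 (8 adjusted over the list alone, camera adjusted p = 0.00434), and scavenger receptors were higher in 1 and lower in 5 of 10 (1 and 5 adjusted over the list alone, camera adjusted p = 0.0291), with Stab1 at −2.50 ± 0.25 (0.76 and not called with cells split by Emcn UMI). The scavenger receptor list shares Stab1, Lyve1 and Cd36 with the list that named the fresh class. Lepr perivascular genes were lower in 6 of 12 (6 adjusted over the list alone, camera adjusted p = 0.00511), with Hp at −8.31 ± 0.28. The interferon call ended without fresh replicate 1 (camera adjusted p = 0.102). The scavenger receptor call ended without fresh replicate 2 (camera adjusted p = 0.113), at equal UMI totals (camera adjusted p = 0.0628) and with cells split by Emcn UMI (camera adjusted p = 0.942).

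Other groups had a higher contrast in P0. Fibroblast genes did so in 14 of 24 (17 higher and 1 lower adjusted over the list alone, median 1.80, camera adjusted p = 0.000118), with Pi16 at 6.996 ± 0.52 and Dcn at 3.38 ± 0.56. This rests on P0 cluster 5, the 93 Emcn+ cells of which 93.5% were called doublets. Without that cluster, a fit added after the data were seen, 3 genes were higher and 3 lower (median 0.11, camera adjusted p = 0.625) and Dcn read 0.86. Without Scrublet calls the camera adjusted p was 0.124. Cholesterol synthesis genes were higher in 12 of 16 (13 adjusted over the list alone, camera adjusted p = 0.000614), with Insig1 at 2.10 ± 0.19. Basement membrane genes were higher in 5 of 10 (5 adjusted over the list alone, camera adjusted p = 0.0019), with Hspg2 (perlecan) at 1.88 ± 0.13, and glycolysis genes were higher in 9 and lower in 1 of 14 (10 and 1 adjusted over the list alone, camera adjusted p = 0.00337), with Pgk1 at 1.94 ± 0.27. The glycolysis call ended at equal UMI totals (camera adjusted p = 0.0628). Over all lists 0 had an unadjusted p under 0.05 with an estimated correlation, and fry gave 15, with a lowest adjusted p of 0.0746.

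**Figure D3:**
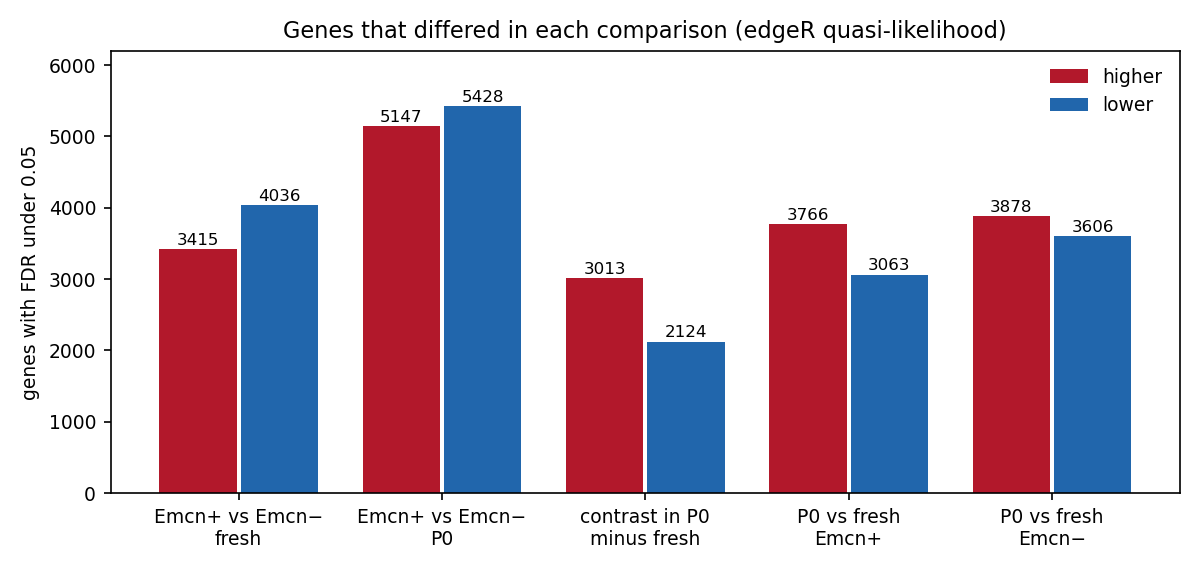
Number of genes with a false discovery rate under 0.05 (y axis) in each comparison (x axis), higher in red and lower in blue, from the edgeR quasi-likelihood test. The class contrast in P0 called 5147 genes higher and 5428 lower, against 3415 and 4036 in fresh cells, and the interaction 3013 and 2124. The P0 sums were deeper. At equal UMI totals the order turned, with 1680 and 1853 genes in P0 against 2116 and 2210 in fresh cells.

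Culture was then compared with fresh cells within the Emcn+ class. Stab2 averaged 1051 CPM in fresh and 119 CPM in P0 (log2 fold change −3.27 ± 0.15, edgeR quasi-likelihood adjusted p = 0.00011), and Tfpi 2684 and 100.4 CPM (−4.87 ± 0.25, edgeR adjusted p = 0.00014). Angpt2 averaged 21.2 CPM in fresh and 774 CPM in P0 (5.03 ± 0.15, edgeR adjusted p = 4.2e-05), and Thbs1, the matrix protein thrombospondin, 3.19 and 817 CPM (7.74 ± 0.21, edgeR adjusted p = 4.2e-05). Among 14613 genes, 3766 were higher and 3063 lower in P0, and the named genes lay apart in the libraries of both conditions unless stated. The number higher fell to 2379 without P0 replicate 1 and 2241 without P0 replicate 2, the number lower to 1766 without fresh replicate 1 and 1998 without P0 replicate 2, and thinning to equal UMI totals left 1674 higher and 1701 lower.

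Single genes showed the extent of the change. Hmga2, an architectural chromatin protein, had 0 UMIs in the fresh sinusoidal-like class and was at least 73.3-fold higher in P0 against a floor of 3 counts, and Gal at least 54.3-fold. Lyve1, a hyaluronan receptor, also had 0 UMIs there and was at least 66.7-fold higher. The fresh lymphatic-like cluster that held it lay outside the class, and with all fresh Emcn+ clusters in the class it did not pass (edgeR adjusted p = 0.22). The monocyte chemokine Ccl2 rose by 8.73 ± 0.32 on the log2 scale. Sele averaged 241 CPM in fresh and 0.0515 CPM in P0, from 3 UMIs. Rgs4 (−10.89 ± 0.23), the chemokine receptor Ackr1 (−10.14 ± 0.33), Fgf23 (−9.39 ± 0.53) and the heat shock gene Hspa1a (−8.91 ± 0.67) were among the genes that fell furthest. Cdh5 (1.74 ± 0.12, edgeR adjusted p = 0.00028), Pecam1 (1.38 ± 0.12, edgeR adjusted p = 0.00052) and Cd34 (1.502 ± 0.43, edgeR adjusted p = 0.031) were higher in P0, while Tek (−2.05 ± 0.12, edgeR adjusted p = 0.00017), Il6st (−4.14 ± 0.12, edgeR adjusted p = 4.2e-05) and Ltbp4 (−4.16 ± 0.58, edgeR adjusted p = 0.0023) were lower. Emcn, on which the class rests, read 0.40 ± 0.11. Ly6a did not pass and its libraries overlapped (−0.11 ± 0.26, edgeR adjusted p = 0.76). With clusters from an integration of all libraries it was called higher (0.89, edgeR adjusted p = 0.0032). Pdgfra read 1.51 ± 0.31 (edgeR adjusted p = 0.01), and −0.22 without P0 cluster 5.

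Sinusoidal genes outside the study's list were higher in 1 and lower in 9 of 11 in cultured Emcn+ cells (median −4.11). This list had named the fresh class, and with all fresh Emcn+ clusters in the class 0 were higher and 9 lower (median −3.53). Leukocyte adhesion genes were higher in 3 and lower in 5 of 9 (3 and 5 adjusted over the list alone, camera adjusted p = 0.00543), with Icam1 at −4.25 ± 0.20, Vcam1 at −2.83 ± 0.22 and Selp at −4.50 ± 0.23. Scavenger receptors were higher in 2 and lower in 6 of 10 (2 and 6 adjusted over the list alone, camera adjusted p = 0.00551), with Mrc1 at −3.26 ± 0.17. Their list shares Stab1, Lyve1 and Cd36 with the list that named the fresh class, so part of the fall may come from that choice. MHC class I genes were higher in 1 and lower in 8 of 12 (1 and 8 adjusted over the list alone, camera adjusted p = 0.00122), with H2-T23 at −2.38 ± 0.15. Under an estimated correlation the adjusted p was 0.503 for the adhesion, scavenger receptor and MHC class I lists.

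Immediate early and dissociation genes, which respond within minutes to tissue handling, were higher in 2 and lower in 17 of 20 in cultured Emcn+ cells (2 and 17 adjusted over the list alone, median −2.59, camera adjusted p = 4.82e-10, and adjusted p = 0.616 with an estimated correlation), with Fos at −5.13 ± 0.23 and Jun at −2.84 ± 0.12. Erythroid genes were lower in 5 of 5 (5 adjusted over the list alone, median −10.85, −8.79 with bounds, camera adjusted p = 6.07e-07, and adjusted p = 0.503 with an estimated correlation). Among them Hbb-bs was at least 1866-fold lower, though its counts may be shared with Hbb-bt. Hbb-bs was seen in 30.1% of all fresh cells outside fresh cluster 14, and free RNA from other cells was not tested for this list. Lepr perivascular genes, markers of another cell type, were lower in 7 of 12 (7 adjusted over the list alone, camera adjusted p = 0.00679, and adjusted p = 0.812 with an estimated correlation), with Adipoq at −4.20 ± 0.48 and Hp at −3.77 ± 0.29. Without fresh replicate 1 the call of this list ended (camera adjusted p = 0.162).

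Cholesterol synthesis genes rose in 15 of 16 in the cultured Emcn+ cells (16 adjusted over the list alone, median 2.48, camera adjusted p = 5.01e-10). Basement membrane genes rose in 8 of 10 (8 adjusted over the list alone, median 1.74, camera adjusted p = 3.29e-06), with Col4a1 at 2.30 ± 0.22, Col18a1 at 4.23 ± 0.26 and Nid2 at 3.47 ± 0.20. Proliferation genes rose in 20 and fell in 1 of 25 (22 and 1 adjusted over the list alone, median 3.01, 2.94 with bounds, camera adjusted p = 0.000118), with Top2a at 4.36 ± 0.56 and Ube2c at 3.98 ± 0.38. Glycolysis genes rose in 10 and fell in 2 of 14 (10 and 2 adjusted over the list alone, camera adjusted p = 0.000381), with Pgk1 at 3.00 ± 0.24 and Tpi1 at 1.82 ± 0.14. Hypoxia genes rose in 8 and fell in 1 of 14 (9 and 2 adjusted over the list alone, camera adjusted p = 0.0259), with the peptide adrenomedullin, Adm, at 4.41 ± 0.18 and Vegfa at −1.81 ± 0.23. Senescence genes rose in 7 and fell in 2 of 10 (7 and 2 adjusted over the list alone, camera adjusted p = 0.0205), with the cell cycle inhibitor Cdkn2b at 4.09 ± 0.25 and Igfbp3 at 5.26 ± 0.41. When the correlation was estimated from the data the adjusted p was 0.503 for cholesterol synthesis, basement membrane and senescence genes, 0.581 for glycolysis, 0.812 for hypoxia and 0.829 for proliferation. The hypoxia call ended without fresh replicate 1 and at equal UMI totals (camera adjusted p = 0.0977). The proliferation call ended without the cycling clusters (median 1.18, camera adjusted p = 0.232), which were picked by their score on that same list.

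Pan-endothelial genes went both ways in the cultured Emcn+ cells, with 9 higher and 11 lower of 26 (11 and 12 adjusted over the list alone, camera adjusted p = 0.0999). Of 39 lists camera called 8 higher and 8 lower. With an estimated correlation 0 passed, 2 lists had an unadjusted p under 0.05 and the lowest adjusted p was 0.503, while fry called 6 higher and 10 lower.

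Cultured and fresh cells were compared within the Emcn− class as well. Pi16 and Clec3b, both on the fibroblast list, fell from 648 to 0.949 CPM (log2 fold change −9.53 ± 0.33, edgeR quasi-likelihood adjusted p = 7.6e-05) and from 2930.5 to 16.9 CPM (−7.56 ± 0.30, edgeR adjusted p = 8.8e-05). The contractile genes Tagln and Acta2 rose from 1.88 to 245 CPM (6.87 ± 0.15, edgeR adjusted p = 4.3e-05) and from 2.82 to 161 CPM (5.68 ± 0.14, edgeR adjusted p = 4.3e-05). Among 15558 genes, 3878 were higher and 3606 lower in P0, and the named genes lay apart in the libraries of both conditions unless stated. The number higher was 2497 without P0 replicate 1 and 2522 without P0 replicate 2, the number lower 2328 without P0 replicate 1, and thinned to equal UMI totals the numbers were 1315 and 1356.

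Il1rn, with 0 UMIs in the fresh Emcn− class, was at least 1943-fold higher in P0, and Fblim1 at least 153-fold. Spp1 (11.11 ± 0.30), Hmga2 (7.66 ± 0.27) and Ctla2a (7.30 ± 0.45) also rose. Pthlh, parathyroid hormone-like hormone, was at least 2357-fold lower and Stmn4 at least 2287-fold lower, both with 0 UMIs in P0, and Myoc (−13.54 ± 0.43) and Scg3 (−10.62 ± 0.37) fell. Cd34 (−5.88 ± 0.18, edgeR adjusted p = 6e-05), Ltbp4 (−5.96 ± 0.19, edgeR adjusted p = 6.5e-05), Tek (−3.17 ± 0.16, edgeR adjusted p = 0.00015) and Ly6a (−1.04 ± 0.17, edgeR adjusted p = 0.0049) were lower in cultured Emcn− cells, and Il6st was higher (1.64 ± 0.14, edgeR adjusted p = 0.00061). Pdgfra did not pass (0.11 ± 0.17, edgeR adjusted p = 0.63), and neither did Pecam1 (0.42 ± 0.69, edgeR adjusted p = 0.64), the libraries overlapping for both, nor Cdh5 (1.59 ± 0.62, edgeR adjusted p = 0.08).

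Fibroblast genes were higher in 3 and lower in 13 of 24 in cultured Emcn− cells (4 and 13 adjusted over the list alone, median −1.05, camera adjusted p = 1.4e-06), with Dcn at −3.83 ± 0.22 and Lum at −4.48 ± 0.27. Mural genes were higher in 6 and lower in 2 of 8 (6 and 2 adjusted over the list alone, median 4.14, 3.22 with bounds, camera adjusted p = 1.75e-07), with Pdgfrb at 2.29 ± 0.10. Smooth muscle and mesenchymal transition genes were higher in 8 and lower in 3 of 15 (8 and 3 adjusted over the list alone, camera adjusted p = 0.00035), with the transcription factor Snai2 at 2.43 ± 0.14. Osteoblast genes were higher in 3 and lower in 1 of 7 (3 and 1 adjusted over the list alone, camera adjusted p = 0.00133), with Runx2 at 3.93 ± 0.18, and Lepr perivascular genes higher in 7 and lower in 2 of 12 (8 and 2 adjusted over the list alone, camera adjusted p = 0.0144), with Lpl at 3.01 ± 0.25 and Hp at 4.72 ± 0.25. Metalloprotease genes were higher in 7 and lower in 3 of 19 (7 and 3 adjusted over the list alone, camera adjusted p = 0.0322), with Adam12 at 5.64 ± 0.20 and the inhibitor Timp1 at 3.87 ± 0.35. The adjusted p with an estimated correlation was 0.586 for each of these 6 lists. With clusters from an integration of all libraries the mural and smooth muscle calls ended (camera adjusted p = 0.469 and camera adjusted p = 0.268). With cells split by Emcn UMI the osteoblast call did (camera adjusted p = 0.419), and at Leiden resolution 0.4 the metalloprotease call did (camera adjusted p = 0.0610).

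Proliferation genes rose in 23 of 25 in cultured Emcn− cells (24 adjusted over the list alone, median 4.54, camera adjusted p = 6.48e-23), with Ube2c at 6.85 ± 0.21. Interferon response genes rose in 11 of 17 (13 higher and 2 lower adjusted over the list alone, median 2.24, camera adjusted p = 0.00035), with Bst2 at 2.33 ± 0.17, and cholesterol synthesis genes in 11 of 16 (12 adjusted over the list alone, camera adjusted p = 0.00237), with Lss at 2.17 ± 0.28. Immediate early genes were higher in 1 and lower in 18 of 20 (1 and 18 adjusted over the list alone, median −3.07, camera adjusted p = 1.59e-27), with Fos at −4.42 ± 0.15 and Ier3 at −4.79 ± 0.14. Chemokine and cytokine genes were higher in 1 and lower in 5 of 11 (2 and 8 adjusted over the list alone, camera adjusted p = 0.0144), with Cxcl1 at −3.72 ± 0.28 and Il6 at −3.55 ± 0.23. Haemostasis genes were higher in 4 and lower in 6 of 11 (4 and 6 adjusted over the list alone, camera adjusted p = 0.000947), with the protein C receptor Procr at −3.51 ± 0.14 and Thbd at −3.00 ± 0.27. Erythroid genes were lower in 4 of 5 (4 adjusted over the list alone, camera adjusted p = 0.00265), and free RNA was not tested for this list here either. Under an estimated correlation the adjusted p was 0.383 for immediate early, 0.586 for proliferation, haemostasis and erythroid, 0.678 for interferon and chemokine and 0.774 for cholesterol synthesis genes. The erythroid call ended at Leiden resolution 0.4 (camera adjusted p = 0.128), and the haemostasis and chemokine calls ended with no filter on low counts (camera adjusted p = 0.0539 and camera adjusted p = 0.0731). Camera called 8 of 39 lists higher and 7 lower, an estimated correlation 0 with 1 list at an unadjusted p under 0.05, and fry 3 higher and 3 lower.

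**Figure D4:**
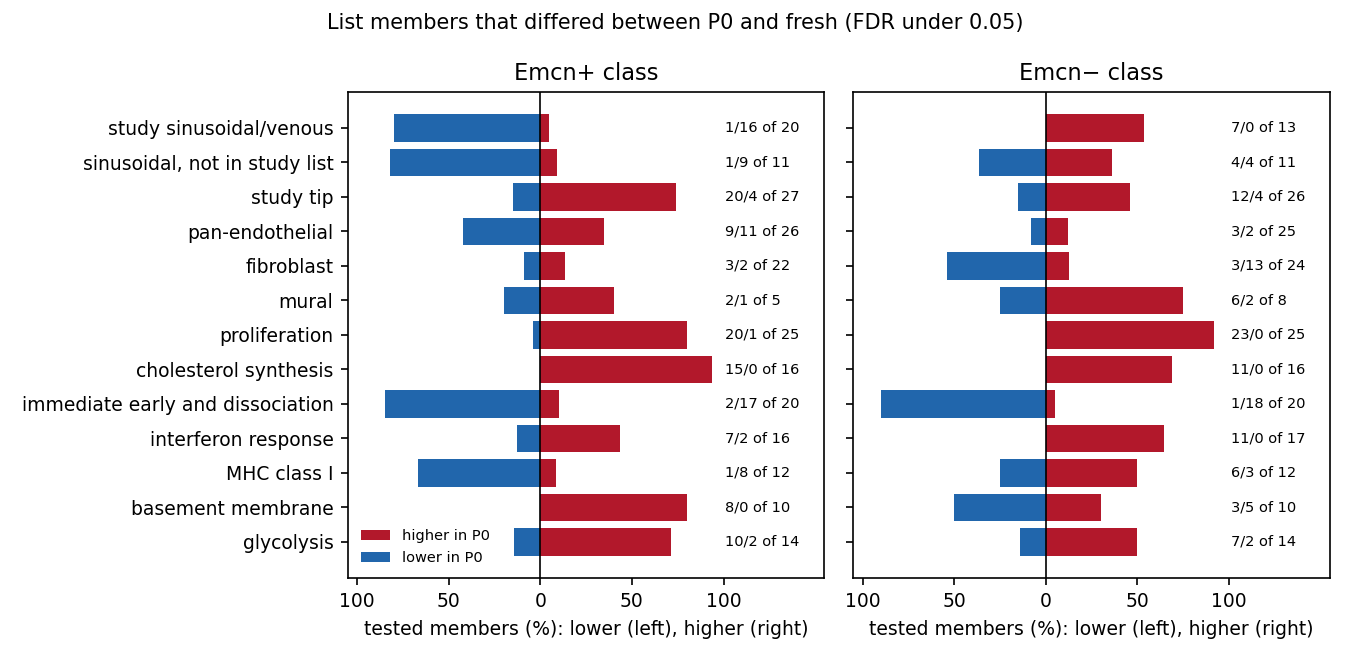
Percent of the tested members of 13 gene lists (x axis) that were higher (right, red) or lower (left, blue) in P0 than in fresh libraries with a false discovery rate under 0.05, in the Emcn+ and Emcn− classes. Immediate early genes were lower in 17 and 18 of 20, proliferation genes higher in 20 and 23 of 25, and sinusoidal genes outside the study list lower in 9 of 11 in the Emcn+ class.

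The study described these cells with 4 signatures, named arterial, sinusoidal/venous, tip and stalk. The study applied them to these same cells, so their direction here is not independent evidence, and they were kept from shaping the clusters. In fresh cells the sinusoidal/venous genes were higher in the Emcn+ class in 19 of 19 (19 adjusted over the list alone, median 8.82, camera adjusted p = 6.79e-19), the tip genes higher in 22 and lower in 1 of 27 (22 and 2 adjusted over the list alone, median 5.61, 5.37 with bounds, camera adjusted p = 1.89e-12) and the stalk genes higher in 1 and lower in 7 of 8 (1 and 7 adjusted over the list alone, median −4.07, −3.41 with bounds, camera adjusted p = 0.00649). The arterial genes went both ways, 9 higher and 8 lower of 18 (9 and 8 adjusted over the list alone, median 0.45, camera adjusted p = 0.729), with Notch4 at 5.61 ± 0.28 and Serpinf1 at −7.47 ± 0.21, and with all fresh Emcn+ clusters 11 were higher and 6 lower (median 2.51, camera adjusted p = 0.00274). When the correlation was estimated from the data the adjusted p was 0.449 for the sinusoidal/venous and stalk lists and 0.343 for the tip list. Of the 18 arterial genes, 5 had their highest level in the fresh Emcn− class (Ace, Cd34, Fbln2, Ly6a and Serpinf1), 10 in the arterial-endothelial-like or unnamed Emcn+ clusters 11 and 2, and 2 in the sinusoidal-like clusters (Notch1 and Sox18), while the libraries differed for 1 (Ltbp4).

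In P0 the tip genes were higher in the Emcn+ class in 27 of 27 (27 adjusted over the list alone, median 6.16, camera adjusted p = 9.71e-12), the sinusoidal/venous genes in 16 of 19 (16 adjusted over the list alone, median 3.74, camera adjusted p = 5.32e-07), and the stalk genes were lower in 8 of 8 (8 adjusted over the list alone, camera adjusted p = 0.00104). The arterial genes were higher in 10 and lower in 7 of 18 (10 and 7 adjusted over the list alone, camera adjusted p = 0.17), with the Notch ligand Dll4 at 7.42 ± 0.29 and Efnb2 at 4.12 ± 0.10. With an estimated correlation the adjusted p was 0.592 for the tip list and 0.699 for the sinusoidal/venous and stalk lists. The interaction was called for the sinusoidal/venous list, with a contrast higher in 1 and lower in 16 of 19 (1 and 17 adjusted over the list alone, median −3.83, camera adjusted p = 1.94e-06, and adjusted p = 0.698 with an estimated correlation), a call that ended with cells split by Emcn UMI (camera adjusted p = 0.178). It was not called for the arterial (6 higher and 2 lower of 18, camera adjusted p = 0.0598), tip (7 and 5 of 27, camera adjusted p = 0.904) or stalk list (3 and 1 of 8, camera adjusted p = 0.376).

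In the Emcn+ class the sinusoidal/venous genes were higher in 1 and lower in 16 of 20 in P0 against fresh (1 and 16 adjusted over the list alone, median −2.76, camera adjusted p = 1.87e-17), with Gpm6a at −5.37 ± 0.20 and Ubd at −7.62 ± 0.29. The tip genes were higher in 20 and lower in 4 of 27 (21 and 4 adjusted over the list alone, median 1.57, camera adjusted p = 4.09e-10), with Mest at 4.44 ± 0.19 and the actin-bundling gene Fscn1 at 2.21 ± 0.11. Under an estimated correlation the adjusted p was 0.503 for both. The arterial list (8 higher and 4 lower of 18, camera adjusted p = 0.218) and the stalk list (2 and 1 of 7, camera adjusted p = 0.851) were not called, with Notch4 at 2.10 ± 0.21, Dll4 at 1.11 ± 0.14 and Sox17 at 1.22 ± 0.16, which read −0.025 and was not called with cells split by Emcn UMI. The arterial list depends on which fresh cells are in the class: with all fresh Emcn+ clusters 2 were higher and 10 lower (median −1.14, camera adjusted p = 0.000605), and with clusters from an integration of all libraries 12 were higher and 3 lower (camera adjusted p = 1.02e-05). In the Emcn− class the arterial genes were higher in 3 and lower in 8 of 18 (3 and 8 adjusted over the list alone, camera adjusted p = 0.0144, and adjusted p = 0.586 with an estimated correlation), with Cd200 at −2.64 ± 0.24, a call that ended with the stricter cell filter (camera adjusted p = 0.102). There the sinusoidal/venous (7 higher and 0 lower of 13, camera adjusted p = 0.0657), tip (12 and 4 of 26, camera adjusted p = 0.195) and stalk lists (3 and 4 of 8, camera adjusted p = 0.843) were not called. With cells split by Emcn UMI the sinusoidal/venous list turned and was called lower, 2 higher and 11 lower of 19 (median −2.15, camera adjusted p = 0.0239).

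Profiles of the classes were compared across genes to ask which fresh and cultured populations resembled each other. Over 14614 genes, Pearson's r of log2 CPM averaged 0.834 between fresh and P0 Emcn+ sums and 0.853 between fresh and P0 Emcn− sums. Between the classes of 1 library r averaged 0.659 in fresh and 0.7999 in P0. Fresh Emcn− and P0 Emcn+ sums had an r of 0.723, and fresh Emcn+ and P0 Emcn− sums an r of 0.651. Replicates gave 0.940 for fresh Emcn+, 0.971 for fresh Emcn− and 0.996 for each P0 class. Each tree, built on all genes, on the most variable genes and on the study's lists, by Pearson or Spearman correlation, split by class first and then by condition. These are correlations across genes, which are not independent replicates, so no p is given.

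The last question was whether cultured Emcn+ cells included a counterpart of the fresh arterial-endothelial-like cluster. Cells were thinned to 1000 UMIs and matched by Spearman correlation to the mean profiles of the fresh clusters. The best match was fresh cluster 3, a sinusoidal-like cluster, for 77.3% of P0 replicate 1 and 78.6% of P0 replicate 2. The arterial-endothelial-like cluster was the best match for 125 of 1092 cells, 11.4% (exact interval 9.62 to 13.5), and for 136 of 1344 cells, 10.1% (8.56 to 11.9). Among fresh cells 0 of 334 sinusoidal-like cells matched it and 12 of the 193 cells of Emcn+ cluster 2, 6.22% (3.25 to 10.6). With Pearson correlation in place of Spearman the shares were 33.8% and 34.8%, and with 2000 UMIs they were 6.74% and 8.02%. By Spearman correlation at 1000 UMIs, the share ran from 2.33% of P0 cluster 3 to 26.9% of P0 cluster 5, most of whose cells were called doublets. The small lymphatic-like cluster was the best match for 6.50% and 6.85% of P0 replicates 1 and 2. Fresh clusters 11 and 2 together were the best match for 15.2% and 13.6%. No cluster of the P0 cells itself met the arterial marker list, which sets no bound on single cells of that kind within other clusters.

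Gene positions follow the GENCODE M21 annotation of mouse genome build GRCm38, which holds 55394 of the 55488 identifiers in the matrices. Emcn (ENSMUSG00000054690.17) spans chromosome 3, 137341067 to 137432185, and Cdh5 (ENSMUSG00000031871.9) chromosome 8, 104101625 to 104144511. Tek (ENSMUSG00000006386.15) spans chromosome 4, 94739289 to 94874976, and Pdgfra (ENSMUSG00000029231.15) chromosome 5, 75152292 to 75198215. Stab2 (ENSMUSG00000035459.18) lies on chromosome 10, 86841198 to 87008025. Cd34 (ENSMUSG00000016494.9) lies on chromosome 1, 194938819 to 194961279, and Il6st (ENSMUSG00000021756.12) on chromosome 13, 112464070 to 112510086. All are annotated as protein-coding genes, and the 3′ tags were counted per gene, not per exon.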

Values the study reported

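The article counted 854 and 671 fresh cells in its 2 libraries, 1525 in all, and grouped them into 5 clusters. It described 2 Emcn+ clusters of 323 and 249 cells, an Emcn− cluster of 615 cells and a Lepr-expressing cluster of 284 cells. The Emcn− cluster it referred to as arterial-like endothelium, from its arterial markers. By antibody staining it found VE-cadherin (Cdh5) and CD31 (Pecam1) protein on fresh tdTomato+ cells and on P0 Emcn+ and Emcn− cells. Its P0 bulk RNA-seq had Cdh5 higher in Emcn+ and mesenchymal genes in Emcn− cells. For P0 it analysed 6476 cells, 2883 and 3593 per library. After integration of fresh and cultured cells it described 7 clusters. It saw genes such as Cd34, Ltbp4 and Il6st flip expression in culture. There it saw no counterpart of its mixed arterial/sinusoidal Emcn+ cluster of 249 cells.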

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

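The tests in this part were chosen after the result was seen. The class contrast differed between conditions for many genes. It was higher in P0 for 3013 genes and lower for 2124, and 404 genes were higher in the fresh Emcn+ class and lower in the P0 Emcn+ class, against 704 that did the opposite. Cd34 had a contrast difference of 7.50 and Il6st one of −5.75 on the log2 scale. Macrophage-like cells in P0 replicate 2 numbered 280.

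The fibroblast genes of the fresh Emcn− class were the first pattern weighed, in cells of which 55.7% had a Tdtomato UMI. Free RNA stays open, as the fibroblast list helped name clusters. The list stood at a median 36.0 times its CPM in haematopoietic-like clusters, 26.1 and 155.4 times in fresh replicates 1 and 2. Doublets with Emcn+ cells were not tested, as the Emcn rule selects against them. Tdtomato shares, seen in pooled libraries only, argue against a wholly reporter-free class, though some such cells may remain. At equal depth they were 15.9% (13.1 to 19.1), against 4.69% (1.74 to 9.92) in haematopoietic-like clusters. The latter was 0.952% without fresh cluster 14, which held endothelial genes. No biological explanation was tested.

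Sinusoidal genes were lower in the P0 Emcn+ class in 9 of 11 genes of the list outside the study's own, which had named the fresh class. Read depth was weighed first, and after thinning to equal UMI totals 9 were still lower. Without the cycling clusters 9 were lower, and with all fresh Emcn+ clusters in the class 9 were lower. What the design names, the culture and the sort by Emcn that the P0 cells alone went through, stays open as untested.

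Some P0 Emcn+ cells matched the fresh arterial-endothelial-like cluster. How often cultured cells that lie far from every fresh profile match at random was not tested. A change of all cultured cells without arterial genes could also give such matches. Arterial genes kept out of the match were higher in matched cells for 6 of 8 genes in P0 replicate 1 and 5 of 7 in P0 replicate 2, with exact two-sided sign-test p = 0.289 and p = 0.453, so this explanation stays open.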

How the results depend on the processing

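Over 268 gene results, 5872 alternatives left 5768 the same, 62 weaker, 28 stronger and 14 reversed. Over 84 list results, 1846 alternatives left 1643 the same, 175 weaker, 24 stronger and 4 reversed, and over 40 other results 556 alternatives left 442 the same and moved the others. On simulated data 2-fold and 4-fold changes were recovered in 49% and 60% of genes for the fresh class contrast, 79% and 96% for P0, 28% and 53% for the interaction, 47% and 74% for culture in the Emcn+ class and 34% and 65% in the Emcn− class. The fits without the Pdgfra-rich, low-depth or cycling clusters were added after the data were seen, and the ribosomal filter left too few cells for a fit. List tests under other cell filters, clusterings and classes were also added then.

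Genes higher and lower, thinned to equal UMI totals, were 2116 and 2210 for the fresh class contrast, 1680 and 1853 for P0, 972 and 825 for the interaction, 1674 and 1701 for culture in the Emcn+ class and 1315 and 1356 in the Emcn− class. With a log2 fold change over 1.5 they were 2003 and 1973, 1934 and 2505, 1307 and 1291, 1275 and 1589, and 1622 and 1427. Leaving out each library in turn gave 2387 to 2844 and 2943 to 3446 in fresh, 2396 to 6128 and 2739 to 6116 in P0, 989 to 3059 and 757 to 1901 for the interaction, 2241 to 3411 and 1766 to 2883 in the Emcn+ class and 2497 to 3992 and 2328 to 3742 in the Emcn− class. Lists higher and lower ranged over 8 to 9 and 5 to 7, 6 to 10 and 9 to 10, 5 to 8 and 5 to 8, 8 to 13 and 8 to 12, and 8 to 12 and 7 to 8.

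With no replicate block the class contrast called 3636 higher and 4053 lower in fresh, 4803 and 5079 in P0 and 2921 and 2193 for the interaction, and 10 lists higher in P0. With the replicate number as a replicate block, culture called 3101 and 2600 in the Emcn+ class and 3455 and 3228 in the Emcn− class. Samples of a number share only that number, and their deviations correlated at 0.0938 and 0.0782. With an estimated correlation 0 lists passed in every comparison. Fry called 17 higher and 16 lower in P0, 0 for the interaction and 3 and 3 in the Emcn− class.

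Gene values that turned were the following. Lepr read 2.20 in the P0 contrast (edgeR adjusted p = 0.00035) and 2.55 in the interaction (edgeR adjusted p = 0.0036) without the cycling clusters. The Pdgfra interaction read −0.85 without Scrublet calls, −0.15 at Leiden resolution 0.4 and −0.42 without the Pdgfra-rich cluster, and its change in culture in the Emcn+ class −0.60, −0.21 and −0.22. The Lyve1 interaction read −0.32 with cells split by Emcn UMI and −1.68 with all fresh Emcn+ clusters, and Stab1 read 0.76 with that split. In the Emcn+ class Ly6a read 0.45 without fresh replicate 1, −0.49 without fresh replicate 2 and 0.89 with Seurat integration, where it was called, and Sox17 read −0.025 with the Emcn UMI split.

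List medians that turned were 0.57 for scavenger receptors in the interaction (camera adjusted p = 0.942), −0.87 for the study's arterial list in cultured Emcn+ cells (camera adjusted p = 0.0131) and −2.15 for its sinusoidal/venous list in cultured Emcn− cells (camera adjusted p = 0.0239), each with cells split by Emcn UMI, and −1.14 for the arterial list with all fresh Emcn+ clusters (camera adjusted p = 0.000605). In the interaction 8 lists were higher with Seurat integration or all fresh Emcn+ clusters and 9 with the Emcn UMI split. In the Emcn+ class 14 were higher with Seurat integration, and 13 and 15 lower with the Emcn UMI split and all fresh Emcn+ clusters, and in the Emcn− class 11 were lower with that split. The cause was not tested.

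The ribosomal filter left 47 and 104 P0 and 130 and 82 fresh cells. The mean haematopoietic-like share of fresh libraries was 6.59% with the strict filter, 11.1% at Leiden resolution 0.4 and 6.41% with all barcodes. The osteoblast-like share was 3.11%, 23.2% and 4.46% in the same settings and 3.35% at resolution 1.2, and 4.60% in P0 at resolution 0.4. In recounts added after the data were seen, the fresh mean was 9.15% for Lepr-perivascular-like and 6.57% for haematopoietic-like cells without clusters of mixed identity, and the P0 mean 3.55% for Lepr-perivascular-like and 0% for osteoblast-like cells with the Lepr-rich cluster renamed. At resolution 0.4 the mean Emcn− share of fresh libraries was 16.5%. The Emcn+ share of P0 was 36.1% without Scrublet calls, 35.6% at resolution 0.4 and 33.5% with all barcodes. Over the most variable genes r was −0.00571 (Spearman −0.00189) between P0 classes, −0.401 (−0.388) between fresh classes, 0.537 (0.528) between fresh and P0 Emcn+ and 0.619 (0.612) between fresh and P0 Emcn− sums. Over the study's lists it was 0.192 (0.218), −0.197 (−0.167), 0.3803 (0.299) and 0.777 (0.763), and over all genes Spearman's correlation between P0 classes was 0.792. The share of P0 cells matched to the arterial-endothelial-like cluster was 14.2% and 15.5% at 500 UMIs and 6.74% and 8.02% at 2000 UMIs. By Pearson correlation it was 31.6% and 34.6% at 500, 33.8% and 34.8% at 1000 and 29.2% and 31.8% at 2000 UMIs.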

Other observations

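Fresh Emcn+ clusters outside the sinusoidal-like class carried programs of their own. The leading genes were picked on the same cells, so no p is given. Cluster 2 held the protease inhibitor Timp4 at 1621 CPM against 23.7 CPM in the remaining fresh cells, the transcription factor Tcf15 at 1001 against 19.8 CPM, and the fatty acid transporter Cd36 at 1944 against 95.02 CPM. Cluster 11, the arterial-endothelial-like cells, held Sema3g at 626 against 5.33 CPM, the arterial connexin Gja4 at 409 against 2.54 CPM and the vasoconstrictor endothelin, Edn1, at 440 against 15.7 CPM. It also held smooth muscle transcripts, Acta2 in 19.8% and Myh11 in 13.6% of its cells. The 13 cells of cluster 17 held lymphatic genes, with Lyve1 at 2180 against 0.123 CPM, Mmrn1 at 2442 against 35.2 CPM and the lymphatic regulator Prox1 at 436 against 2.47 CPM.

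In P0, the 107 cells of lymphatic-like cluster 0 led with Lrg1 at 239 against 9.84 CPM and Aqp1 at 254 against 27.5 CPM, while 5.61% had a UMI of the lymphatic chemokine Ccl21a. Among the P0 clusters led by haematopoietic lists, macrophage-like cluster 13 held complement genes, C1qa at 1466 against 2.63 CPM and C1qb at 2101 against 5.78 CPM, with Trem2 at 1013 against 3.52 CPM. Cluster 16 held granule genes of neutrophil precursors, Elane at 2627 against 0.724 CPM, Mpo at 2559 against 1.80 CPM and S100a8 at 4073 against 1.39 CPM. Cluster 14, at a median of 966 UMIs per cell, was led by the megakaryocyte list, with Pf4 at 302 against 41.5 CPM and Itga2b at 107 against 7.79 CPM. Of its cells 1.60% had a UMI of each gene, against 7.68% and 13.4% of the remaining P0 cells, and 47.1% had a Cdh5 UMI.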
